# Transcriptomic and metabolomic analysis of Yukon *Thellungiella* plants grown in cabinets and their natural habitat show phenotypic plasticity

**DOI:** 10.1186/1471-2229-12-175

**Published:** 2012-10-01

**Authors:** David R Guevara, Marc J Champigny, Ashley Tattersall, Jeff Dedrick, Chui E Wong, Yong Li, Aurelie Labbe, Chien-Lu Ping, Yanxiang Wang, Paulo Nuin, G Brian Golding, Brian E McCarry, Peter S Summers, Barbara A Moffatt, Elizabeth A Weretilnyk

## Abstract

**Background:**

*Thellungiella salsuginea* is an important model plant due to its natural tolerance to abiotic stresses including salt, cold, and water deficits. Microarray and metabolite profiling have shown that *Thellungiella* undergoes stress-responsive changes in transcript and organic solute abundance when grown under controlled environmental conditions. However, few reports assess the capacity of plants to display stress-responsive traits in natural habitats where concurrent stresses are the norm.

**Results:**

To determine whether stress-responsive changes observed in cabinet-grown plants are recapitulated in the field, we analyzed leaf transcript and metabolic profiles of *Thellungiella* growing in its native Yukon habitat during two years of contrasting meteorological conditions. We found 673 genes showing differential expression between field and unstressed, chamber-grown plants. There were comparatively few overlaps between genes expressed under field and cabinet treatment-specific conditions. Only 20 of 99 drought-responsive genes were expressed both in the field during a year of low precipitation and in plants subjected to drought treatments in cabinets. There was also a general pattern of lower abundance among metabolites found in field plants relative to control or stress-treated plants in growth cabinets. Nutrient availability may explain some of the observed differences. For example, proline accumulated to high levels in cold and salt-stressed cabinet-grown plants but proline content was, by comparison, negligible in plants at a saline Yukon field site. We show that proline accumulated in a stress-responsive manner in *Thellungiella* plants salinized in growth cabinets and in salt-stressed seedlings when nitrogen was provided at 1.0 mM. In seedlings grown on 0.1 mM nitrogen medium, the proline content was low while carbohydrates increased. The relatively higher content of sugar-like compounds in field plants and seedlings on low nitrogen media suggests that *Thellungiella* shows metabolic plasticity in response to environmental stress and that resource availability can influence the expression of stress tolerance traits under field conditions.

**Conclusion:**

Comparisons between *Thellungiella* plants responding to stress in cabinets and in their natural habitats showed differences but also overlap between transcript and metabolite profiles. The traits in common offer potential targets for improving crops that must respond appropriately to multiple, concurrent stresses.

## Background

Abiotic stresses such as drought, sub-optimal or extreme temperatures and high salinity decrease plant growth and productivity and are responsible for major losses in crop yield [1]. Incentives for improving abiotic stress tolerance of crops has taken on renewed significance in the face of looming global food shortages that are anticipated consequences of climate change [2]. Plants that grow in high stress habitats have adaptations that can guide the development of more stress tolerant crops.

Plants can exploit different life strategies to cope with their environment [3]. Specialists may show strong local adaptation to very specific environments while generalists may acquire a more “all purpose” phenotype that allows for plant growth under a broader range of conditions. A third strategy has been described as the adaptive plastic response where a plant with a given genotype can display variable phenotypes that are environment dependent but ultimately contribute to improved fitness [4]. Plasticity is adaptive when the phenotype induced in each environment results in greater fitness than would the alternative phenotype [5]. One difficulty in evaluating the extent to which plasticity plays a role in stress tolerance is that stresses imposed in the laboratory fall short of replicating the complex natural environments that induce adaptive gene by environment interactions [3].

The application of carefully prescribed treatments under controlled laboratory conditions in growth cabinets has successfully identified stress responses and genes whose products are involved in stress tolerance (reviewed in [6]). However, to date few benefits predicted from tolerance traits identified using plants subjected to stress in laboratories have translated directly to improved crop performance under actual field conditions [7]. This gap reflects the difficulty of faithfully reproducing the complexities of a natural environment in a growth cabinet [3]. For example, the majority of QTLs for flowering time identified in growth cabinets are not the same as the ones identified in the field under natural conditions [8,9].

The importance of phenotyping complex adaptive traits in an ecologically relevant context is highlighted by research on the genetic regulation of the transition to flowering in plants. These “flowering time” genes have largely been discovered using Arabidopsis growing in climate-controlled environments and are responsive to cues such as variation in photoperiod or light quality, ambient temperature, plant growth, and vernalization (reviewed in [10]). QTL mapping for date of bolting in chamber conditions as well as at field sites in Rhode Island and North Carolina showed that only a single QTL was common to all environments, several QTL affected flowering time only in controlled environments and a number of novel QTL determined bolting date in the field [8]. More recently, genome-wide association analyses with multiple Arabidopsis ecotypes concluded similarly that most genes associated with flowering time under climate-controlled conditions were not significant for plants in a field plot in the north of France [11]. This outcome underscores the value of validating the role of stress-responsive genes and their products through comparisons involving field and cabinet conditions. With respect to gene expression, studies that have used microarray profiling to compare transcript profiles in plants under controlled conditions to those in field plants show that there are similarities but also major differences among the products found between these sources, underscoring the challenge of selecting suitable genes for crop improvement [12,13].

The crucifer *Thellungiella salsuginea* (also described as *Thellungiella halophila* and *Eutrema salsugineum*), herein referred to as *Thellungiella*, is found on highly saline soil in the Yukon Territory of Canada, a semi-arid, subarctic region. *Thellungiella* exhibits a significant innate capacity to tolerate water deficits, freezing temperatures, and high salinity [14,15]. Research on *Thellungiella* has benefited from its close phylogenetic relationship to *Arabidopsis thaliana*[16] and it shares many properties of this genetic model plant including small stature, prolific seed habit, capacity for genetic transformation, a relatively short life cycle of six to eight weeks and a compact, fully sequenced, diploid genome (http://www.phytozome.net/thellungiella.php, [17]). The combination of extreme native environment, high stress tolerance and genetic attributes makes *Thellungiella* an excellent genetic and physiological model for comparative studies involving field and cabinet grown plants.

Changes in gene expression and metabolite content have been reported in *Thellungiella* subjected to specific stresses under controlled environment conditions. Using a genotype of *Thellungiella* originating from China (Shandong Province), salt stress treatments in growth cabinets led to the up-regulation of only six genes compared to 40 genes in Arabidopsis plants [18]. Several salt-responsive genes were notable due to their higher constitutive expression in unstressed *Thellungiella*[18] compared to Arabidopsis. This observation suggests that a number of genes associated with salt exposure are constitutively expressed in *Thellungiella,* resulting in a plant with heightened natural resilience toward salt stress. Gene expression patterns have also been reported for the Yukon *Thellungiella* ecotype subjected to cold, drought or salinity treatments in controlled environment cabinets [19]. Exposure to drought stress resulted in the differential expression of 101 genes, compared to cold stress (76 genes) or salt stress (22 genes). Interestingly, only three genes showed increased expression with exposure to each of the three stresses studied leading to the conclusion that *Thellungiella* has rather specific responses to these stresses [19]. Metabolite profiling of Shandong *Thellungiella* responding to osmotic stresses including desiccation and salinity [20,21] offers a means to link the expression of stress-responsive genes to metabolic phenotypes. For example, Shandong *Thellungiella* undergoing salinity stress under controlled environment conditions was shown to accumulate higher levels of proline and sugar alcohols than unsalinized controls and this outcome was associated with the enhanced expression of transcripts encoding enzymes involved in their synthesis [22].

In this study we focused upon *Thellungiella* growing under native Yukon field conditions where multiple, concurrent stresses are the norm. We compared gene expression and metabolite profiles of field plants with those subjected to prescribed stress treatments in cabinets [19]. In addition to differences in morphology between plants found in the field and those grown in cabinets, we discovered that gene expression and metabolites associated with stress tolerance in growth cabinets are only partially recapitulated under field conditions in the Canadian Yukon. In particular, while Yukon *Thellungiella* plants salt-stressed in growth cabinets produced and accumulated proline in a stress-responsive manner, the proline content in leaves of field plants found growing on highly saline soil was, by comparison, low. Using seedlings grown on defined media we show that nitrogen availability can influence the array of organic solutes accumulated by Yukon *Thellungiella* under osmotic stress. The natural plasticity displayed by *Thellungiella* from morphology to chemical composition makes this plant a valuable model to test the functional significance of adaptive traits under stress including that associated with proline accumulation.

## Results and discussion

In this study we used the crucifer *Thellungiella salsuginea*, which is native to the semi-arid, subarctic region of Canada, to study gene products expressed under natural conditions and compared them with those identified in plants subjected to regimes of simulated stress in growth cabinets. Given the extreme environmental conditions present at our Yukon field site compared to tightly controlled conditions in our growth cabinets, we fully expected to find differences that were location-specific. However, we also anticipated that stress-responsive gene products essential for survival under salt, cold, and/or drought conditions should be expressed in plants regardless of whether the plants were grown and stressed in the field or in cabinets.

### Yukon field site conditions

The season for plant growth in the Yukon Territory of Canada is typically short and for *Thellungiella* this extends from early May to late July (Bruce Bennett, personal communication). In 2002 we developed sampling and shipping protocols suitable for RNA and metabolite extractions after collecting specimens from remote field locations. We then collected plants at a field site located approximately 40 km NW of Whitehorse returning to the same site over 1- to 2-week periods in early July 2003 and late June 2005.

At the field site *Thellungiella* plants grow on soil encrusted with salt deposits. Soil at the site is composed of an upper, mineral-organic layer approximately 18 cm deep that overlays a clay horizon. Chemical analysis of the upper layer (Additional file 1: Table S1) shows the soil to be highly alkaline with a pH of 8.3 and saline (the average soil electrical conductivity for the upper 20 cm is 15.7 dS m^-1^ or roughly equivalent to 160 mM NaCl). This soil is high in magnesium, sodium and sulfates, a feature shared by other saline soils in the area [23]. With respect to other nutrients, the soil has adequate levels of potassium and phosphorus (236 and 26 mg kg^-1^, respectively), whereas the total nitrogen content is low (0.26%; [24]). The Ca/Mg ratio is less than 1.0, characteristic for a serpentine soil while a typical soil usually has a Ca/Mg ratio exceeding 1.0 (reviewed in [25]).

For the Whitehorse, Yukon area, the average temperature for the growing season in 2003 and 2005 was approximately 20°C (Additional file 1: Table S1). In 2003, average high and low temperatures for the ten-day period prior to harvest were 22°C and 15°C, respectively. At the field site on the day of harvest, soil temperature was 17°C, the air temperature was 24°C, and the light intensity was 1500 *μ*moles m^–2^ s^–1^. In 2005, the average high and low temperatures for the ten-day period before harvest were 18°C and 7°C, respectively. At the field where plants were collected in 2005, the soil temperature was 18°C, the daytime air temperature was 24°C, and the light intensity was 1433 *μ*moles m^–2^ s^–1^.

The average cumulative precipitation for this region is 86.9 mm from May through July, the growing season for *Thellungiella*, classifying this area as semi-arid (Environment Canada climate normals 1971 – 2000; http://www.climate.weatheroffice.gc.ca/climate_normals/index_e.html). In 2003, however, total precipitation prior to harvest was 50% lower than the long-term norms and, as such, can be considered a drought year even for a semi-arid region (Additional file 1: Figure S1; [26]). In contrast, precipitation prior to the 2005 harvest was 2.4-fold greater than the long-term norms. Thus prevailing levels of light and temperature during harvest for the two years were comparable but precipitation was very low in 2003 relative to 2005.

### *Thellungiella* plants in the field and in growth chambers have different phenotypes

The natural accession of *Thellungiella* found in the Yukon exhibits a different phenotype *in situ* than in cabinet growth conditions. In growth cabinets set to mimic the temperature range and summer day length of the Yukon, plants produced from seed collected from the same Yukon field site develop multiple (60 to 80 by 8 weeks) basal rosette leaves (Figure 1A) with flowers first appearing at about 4 to 5 weeks as a small cluster within the rosette. Plants usually bolt at about six weeks after germination and additional flowers are borne on a main stem. At about 8 weeks, axillary stems bearing flowers appear and occasional cauline leaves develop on the main and axillary stems with the basal rosette leaves remaining a prominent feature. In contrast, *Thellungiella* at field sites have prominent cauline leaves that clasp around the main and axillary flowering stems and either lack or have only a few, diminutive rosette leaves (Figure 1B, C, and D). Chemical analysis of leaf tissue shows N, Ca^++^, and Mg^++^ contents to be similar for cabinet and field-grown plants, but the Na^+^ content of leaves harvested in the field is over six-fold higher than that of the cabinet-grown control plants (Additional file 1: Table S1).

**Figure 1:**
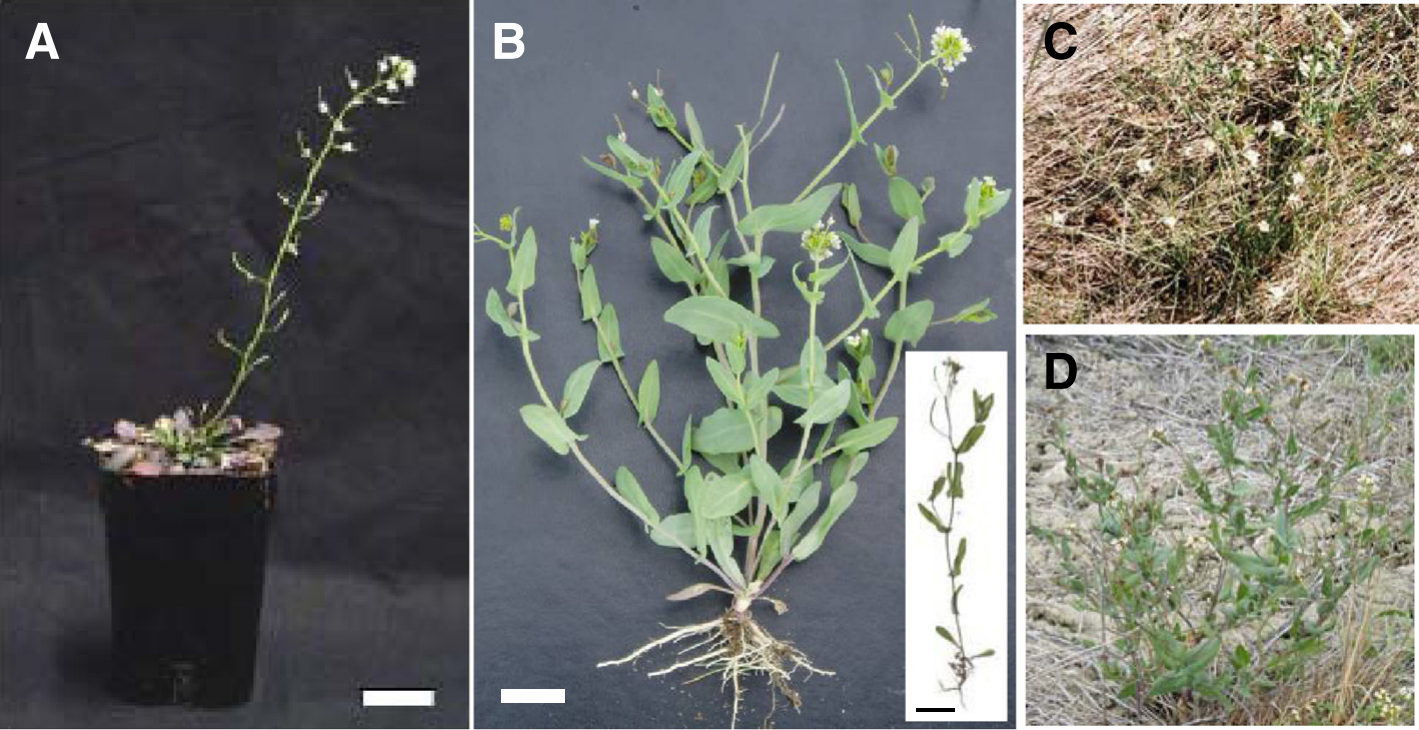
**Phenotype of *Thellungiella *grown in controlled environments and at the Yukon field site. A**) 9-week old *Thellungiella* grown in controlled environment cabinets showing seed-bearing siliques and a prominent rosette (scale: white or black bar =2 cm). **B**) *Thellungiella* found in the field has cauline leaves borne on multiple stems that terminate in flowers and siliques, but lack the prominent rosette observed in plants grown in growth cabinets. The inset shows an example of *Thellungiella* found in the field with one main stem. **C**) *Thellungiella* growing on Yukon field site in 2003 amongst dry vegetation. **D**) *Thellungiella* growing on Yukon field site in 2005.

Plants collected in 2003 experienced below-average precipitation in a 60 d period before harvest. In the same timeframe, plants collected in 2005 experienced more frequent episodes of rainfall leading to above-average cumulative precipitation. The contrasting precipitation patterns allowed us to compare field plants exposed to water deficits in 2003 with those experiencing above-normal cumulative precipitation in 2005. Figure 1C shows the grass surrounding *Thellungiella* to be dead or dying in 2003. *Thellungiella* plants were small (8 to 18 cm tall) but green and either flowering or setting seed. In contrast, at the same site in 2005 the above-average precipitation patterns contributed to an abundance of green vegetation around the *Thellungiella* plants that were themselves almost 2- to 3-fold larger than the plants found in 2003 (Figure 1B and D).

### Profiling of *Thellungiella* plants grown under field conditions

To prepare transcript profiles of field plants we used a cDNA microarray containing 3628 unique sequences derived from libraries enriched in stress-responsive cDNAs as described in Wong et al. [19]. Field expression data was quantified relative to the signal intensity of control cDNA prepared from cauline leaves of plants grown in controlled environment chambers. 

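Transcripts were measured in cauline leaves of 3 individual field plants from 2003 and 3 from 2005, and the plants of each year carry the letters A, B and C. The last 2005 plant is labelled C in its sample records and D in the design description, and the letter C is used for it. Each plant was hybridized on 2 arrays against cauline leaf RNA of cabinet plants that were 12 weeks old, with the dyes Cy3 and Cy5 exchanged on the second array, which gives 12 arrays. According to the sample records, mRNA of the field plants was amplified before labelling and mRNA of the cabinet plants was not. The paper's text and the sample records do not say whether 1 cabinet RNA served several field plants, and the test of each ratio against 0 leaves out the spread between cabinet plants where they did. Each array holds 14688 spots, of which 13449 carry 4279 cDNA identifiers, and 4097 of these were spotted 3 times. A gene name stands on 28 identifiers, 24 of them with a known meaning, and 4251 are clone names that the files do not pair with genes. The authors deposited the brightness of each spot and of its surroundings in both dyes as read by the scanner, without background subtraction. From these intensities, the background was corrected (normexp, offset 50), the log2 ratio of field over cabinet was normalized within each array by loess, the spots of a cDNA and then the 2 arrays of a plant were averaged, and the 6 plants were fitted with limma, with a mean for each year. Both years shared 1 estimate of the spread of each cDNA, so a limma p does not rest on the SD of a single year printed beside it. The median SD between plants (log2) was 0.375 in 2003 and 0.236 in 2005. Where the 2003 plants of a cDNA varied more, the shared estimate understates their spread and favours a call in 2003. A cDNA was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a ratio of at least 1.5-fold. The median spot was 7.93 to 34.3 times as bright as its background, and the number of arrays, 2 for each of 3 plants in a year, limits the precision. Spots without a name, whose content the files do not give, were 3.55 (field) and 3.81 (cabinet) times as bright as their background in the median, and 156 cDNAs were no brighter in either channel, 10 of them with a gene name of known meaning. Across cDNAs, which are not independent replicates, the 2 arrays of a plant correlated at r = 0.865 to 0.961. Plants of 2005 correlated at 0.816 to 0.856, plants of 2003 at 0.552 to 0.696 and plants of different years at 0.243 to 0.632. The dates recorded with the scanner readings fell on 4 days for the 2003 arrays and 2 days for the 2005 arrays, with no day in common. They are called scan days here, although they may be the days when the images were quantified.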

Of the gene products represented on the microarray, 673 (19%) were differentially expressed within cauline leaves of *Thellungiella* growing in the field relative to cabinet-grown controls (Additional file 2). 

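Among the 24 cDNAs named after genes of known function, 6 differed between field and cabinet plants in at least 1 year and 18 passed the test in neither. RD20, a calcium-binding protein gene induced by dehydration and abscisic acid (ABA), was higher in the field in both years. COR15, which encodes a cold-regulated chloroplast protein, ZEP, the zeaxanthin epoxidase of ABA synthesis and the xanthophyll cycle, and SPS, the sucrose phosphate synthase of sucrose synthesis, were called higher in 2005. The cytoskeletal ACTIN2 was called lower in 2005 and TUBULIN in 2003. CBF, CBF1 and DREB1A, named after transcription factors of the cold response, and DEHYDRIN were among the cDNAs that did not pass, but CBF, CBF1 and DREB1A were no brighter than the spots without a name, so that unchanged transcripts cannot be told from transcripts that were not detected. Of the clones that the files do not pair with genes, sc3_c03 and cld8_b02 were the 2 that ranked among the 10 highest called ratios of both years. The log2 ratio of sc3_c03 was 4.61 ± 1.13 (SD, n = 3 plants, limma adjusted p = 0.00483) in 2003 and 6.43 ± 0.785 (SD, n = 3, limma adjusted p = 0.000883) in 2005. For cld8_b02 it was 4.33 ± 1.2 (SD, n = 3, limma adjusted p = 0.00483) in 2003 and 5.4 ± 0.466 (SD, n = 3, limma adjusted p = 0.00123) in 2005. Of 3 clones among the 10 lowest of both years, cld18_c09 had log2 ratios of -3.82 ± 2.05 (SD, n = 3, limma adjusted p = 0.0165) and -4.37 ± 0.707 (SD, n = 3, limma adjusted p = 0.00616), and cld21_a01 had -4.01 ± 1.10 (SD, n = 3, limma adjusted p = 0.00936) and -4.14 ± 1.28 (SD, n = 3, limma adjusted p = 0.00365), in 2003 and 2005 respectively. In all, 1723 of the 4279 cDNAs (40.3%) were called in at least 1 year. In the mean of both years, 630 cDNAs were higher and 596 lower than in the cabinet, against 570 and 615 from the deposited processed values. The count for either year was 1012, 847 or 791 without plant A, C or B of 2005, 877 without plant A of both years, and 497 when a log odds (B) above 0 replaced the adjusted p.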

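In the field plants of 2003, RD20 was 5.49-fold above the cabinet plants, with a log2 ratio of 2.46 ± 0.842 (SD, n = 3 plants, limma adjusted p = 0.00780) and a higher level in 3 of 3 plants. It was the 1 called member of 12 cDNAs named for genes of ABA, dehydration and cold response, also when adjusted over the list alone, and the other 11 did not pass, 7 of them no brighter than the spots without a name. The 12 hold the like spellings AA03 and AAO3, and DEHDRIN and DEHYDRIN, so they may stand for fewer genes. COR15 was above the cabinet in 3 of 3 plants without passing, with a log2 ratio of 0.76 ± 0.592 (SD, n = 3, limma adjusted p = 0.185) and spot positions at 0.42, 0.27 and 1.59. ZEP had a log2 ratio of 0.42 ± 0.646 (SD, n = 3, limma adjusted p = 0.252), and those of CBF1 and DREB1A, at field signals of 2.85 and 2.97 times the background, were 0.01 and -0.08. The shift of the 12 cDNAs against the rest of the array did not pass (camera, adjusted p = 0.182), nor that of the 5 brighter ones (0.110). None of 6 cDNAs of other stress and metabolism was called by limma, 1 of them had an unadjusted p under 0.05, and camera's adjusted p for the group was 0.101. PIP, named after a plasma membrane aquaporin, stayed below the fold limit at 1.42-fold, with a log2 ratio of 0.51 ± 0.0339 (SD, n = 3, limma adjusted p = 0.0359). Of 6 housekeeping cDNAs, TUBULIN was lower, at a log2 ratio of -0.88 ± 0.467 (SD, n = 3, limma adjusted p = 0.0305), and 5 did not pass. The 3 spot positions of TUBULIN gave -1.70, -1.01 and 0.06, and its call was lost with median centring (adjusted p = 0.0549), without plant B or C of 2003 and without any 1 of the 2005 plants (adjusted p = 0.0511 to 0.0769). Over the whole array, 742 cDNAs were called, 431 higher and 311 lower, each with the same sign in 3 of 3 plants and with a median change of 2.28-fold. The count was 374 without plant B of 2003, 472 or 448 without plant A or C of 2005, 251 without plant A of both years, and 204 at B above 0, and the deposited processed values gave 358 higher and 385 lower cDNAs. With 2003 fitted alone, limma called 0 cDNAs, 1117 had an unadjusted p under 0.05, and the adjusted p of RD20 was 0.0671.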

In 2003, transcripts associated with 216 cDNAs were differentially expressed with 132 and 84 being present at higher or lower levels, respectively, relative to cabinet-grown plants. For plants sampled in 2005, transcripts associated with 548 genes were differentially expressed with 301 and 247 being present at higher or lower levels, respectively, relative to plants grown in chambers. 

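In 2005, COR15 showed the highest ratio among the cDNAs with a gene name of known meaning, 7.40-fold above the cabinet plants (log2 ratio 2.89 ± 0.944, SD, n = 3 plants, limma adjusted p = 0.00351), although its cabinet signal over all arrays, 3.63 times the background, did not exceed that of the spots without a name. SPS was 2.26-fold higher (log2 ratio 1.18 ± 0.164, SD, n = 3, limma adjusted p = 0.00319), ZEP 2.03-fold (1.02 ± 0.187, SD, n = 3, limma adjusted p = 0.0203) and RD20 2.02-fold (1.01 ± 0.250, SD, n = 3, limma adjusted p = 0.0409), each in 3 of 3 plants. Of the 12 cDNAs of ABA, dehydration and cold response, 3 were higher, none was lower and 9 did not pass, and 2 were higher when adjusted over the list alone. Compared with the rest of the array the group's shift did not pass (camera, adjusted p = 0.232). Among the 6 cDNAs of other stress and metabolism, SPS was called and 5 were not. AOX1A, named after the mitochondrial alternative oxidase and no brighter than the spots without a name, was 1.34-fold higher and so below the fold limit (log2 ratio 0.42 ± 0.0664, SD, n = 3, limma adjusted p = 0.0389). ACTIN2 was the 1 housekeeping cDNA called of 6, with a log2 ratio of -0.63 ± 0.0748 (SD, n = 3, limma adjusted p = 0.0422). The whole array gave 1351 called cDNAs, 703 higher and 648 lower, each with the same sign in 3 of 3 plants and with a median change of 2.07-fold. This count was 736, 457 or 563 without plant A, B or C of 2005, 757 without plant A of both years and 366 at B above 0, with 221 higher and 236 lower without plant B, 267 and 296 without plant C and 178 and 188 at B above 0, and RD20, ZEP and ACTIN2 were no longer called when any 1 of the 2005 plants was left out (adjusted p = 0.0711 to 0.169). RD20 and ACTIN2 were not called with print-tip loess (limma adjusted p = 0.0734 and 0.0522) or with the limit of an unadjusted p under 0.01, nor ACTIN2 with the arrays scaled to a common spread (0.0608) or without plant C of 2003 (0.0529).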

Of the 673 genes differentially expressed in field samples, only 7% were expressed at higher levels over chamber-grown controls in both years and 6% were expressed to a lesser extent in both field years.

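RD20 was the 1 cDNA with a gene name of known meaning that was called in both years. Without plant A of 2003, ZEP was called higher in 2003 too (log2 ratio 0.80, limma adjusted p = 0.0354), and without plant B of 2003 ACTIN2 was called lower in 2003 too (-0.83, limma adjusted p = 0.0269). Among all cDNAs, 167 were higher than in the cabinet in both years and 196 were lower, which is 9.69% and 11.4% of those called in at least 1 year, and 7 were called in opposite directions. Independent lists of the same lengths would share 70.8 higher and 47.1 lower cDNAs. Of the cDNAs called in either year, 79.7% had the same sign in both year means. No value of this share was simulated for unchanged plants that share cabinet RNA. The log2 ratios of the 2 years correlated across cDNAs, which are not independent replicates, at Pearson's r = 0.565 and Spearman's rho = 0.529, with a covariance of 0.421. In 100 simulations of unchanged plants that all shared 1 cabinet RNA, the correlation was 0.751 and the covariance 0.210, and 73 cDNAs were higher and 73 lower in both years. The observed covariance exceeded the simulated one by 0.211. In these simulations the cabinet RNA was given the same spread as a field plant, because its own spread was not measured. The simulated correlation and covariance follow from that setting, so the excess of 0.211 depends on it. With 1 cabinet RNA for each plant letter, a setting chosen after seeing the data, the simulated correlation was 0.501 and the covariance 0.0351, and 0 cDNAs were called in both years. The cabinet RNA cannot be divided into separate controls here, and part of the excess over independent lists may come from shared controls. The higher count was 110 or 94 without plant B or C of 2003 and 96, 86 or 72 without plant A, B or C of 2005, and the lower count 108 without plant B of 2003 and 99, 94 or 91 without plant A, B or C of 2005. The opposite count was 11 or 18 without plant A or C of 2003 and 1 without any 1 of the 2005 plants. The higher and lower counts were 52 and 79 without plant A of both years, 31 and 42 at B above 0, 297 and 358 with the 12 arrays as independent replicates, and 0 and 0 where each year was fitted alone, since limma then called none in 2003.

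**Figure D1:**
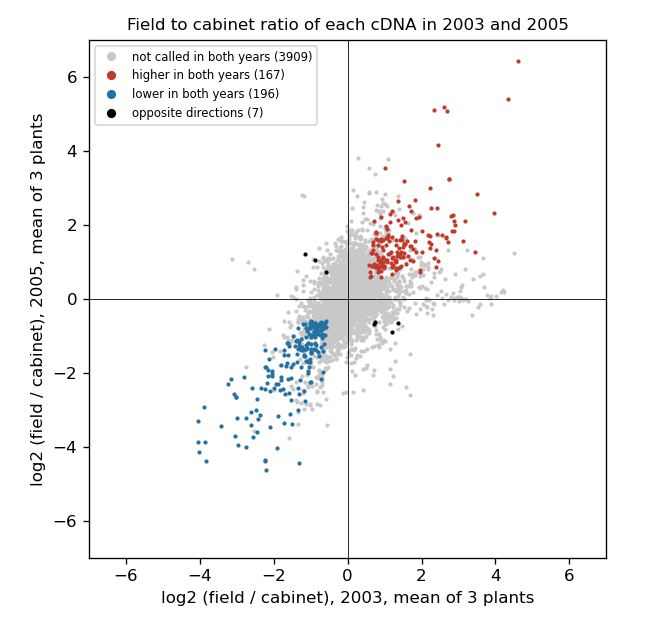
Mean log2 ratio of field over cabinet plants in 2003 (horizontal axis) and in 2005 (vertical axis), with a point for each of the 4279 cDNAs. Colours mark the 167 cDNAs called higher in both years, the 196 called lower in both, the 7 called in opposite directions and the other 3909.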

Given the diversity of environmental conditions possible at this field site in the Yukon, it is reasonable to ask whether *Thellungiella* plants that have adapted to life in a harsh climate manifested a stress response during either year relative to our cabinet-grown controls. To address this question, we classified genes showing differential expression in 2003 or 2005 compared to cabinet controls by the biological processes and molecular functions encoded by their products according to the Gene Ontology (GO) annotations (http://www.arabidopsis.org) (Figure 2). The theoretical expectation for a proportion of genes classified by GO Biological Process for “response to stress or biotic stimulus” and “response to stress” given the coding potential of the Arabidopsis genome is 8.4% (TAIR; http://www.arabidopsis.org/tools/bulk/go/) and for unigenes represented on our microarray chip is 8% [14]. The GO Biological Process categorizes 180 of the 673 (~27%) genes showing differential expression in plants sourced from the field relative to chamber-grown plants as being associated with stress (Figure 2A; Additional file 2). However, gene products classified as stress-responsive comprised a two-fold greater proportion of the transcripts showing enhanced expression in 2003 (38%) compared to 2005 (19%), consistent with *Thellungiella* plants in 2003 being more stressed than plants in 2005 (Figure 2A). This interpretation of the functional gene classification is corroborated by size and physiological measurements of the field plants. 

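The log2 ratio of RD20 in 2005 minus that in 2003 was -1.45 (standard error 0.426, limma adjusted p = 0.102), which did not pass the test. This difference was 2.13 for COR15 (standard error 0.525, limma adjusted p = 0.0724) and 0.96 for SPS (standard error 0.20, limma adjusted p = 0.0601). Both passed when the plant letter, a pairing of the plants read from these data, entered the fit as a block (adjusted p = 0.0490 for COR15 and 0.0475 for SPS). The aquaporin cDNA PIP was above the cabinet level in 3 of 3 plants of 2003 and in 0 of 3 plants of 2005, a difference of -0.71 (standard error 0.175, limma adjusted p = 0.0724). For ZEP the difference was 0.60 (standard error 0.343, limma adjusted p = 0.306). None of the 12 cDNAs of ABA, dehydration and cold response was called between the years by limma without the block, nor when adjusted over the list alone. An unadjusted p under 0.05 was found for 3 of the 12, and for 1162 of all 4279 cDNAs, so that the 3 do not set the group apart. Adjusted over all 28 gene-named cDNAs, COR15 (limma adjusted p = 0.0393), SPS (0.0322), PIP (0.0393) and RAFL28-19G15 (0.0322), a name without a known meaning, passed. With the block, PIP no longer passed (0.0552), and FL5-2D23, also without a known meaning, did (0.0261). The difference of FL5-2D23 came from 1 of its 3 spot positions. Their log2 ratios were 0.36, 4.02 and 0.40 in 2003 and 0.45, 0.40 and 0.25 in 2005. COR15 also passed over the 12 alone with the block. As a group the 12 did not pass for a shift between the years in 1 direction against the rest of the array (camera, adjusted p = 0.969) or on balance (fry, adjusted p = 0.896). Changes in either direction among the members passed (fry mixed, adjusted p = 0.000538, and 0.00625 with the block), a test that does not compare them with other cDNAs, and also among the 5 members brighter than the spots without a name (0.00456). Of the 6 cDNAs of other stress and metabolism, none was called without the block and 2 had an unadjusted p under 0.05, and SPS was higher in 2005 and PIP lower when adjusted over the list alone, and their changes in either direction passed too (fry mixed, adjusted p = 0.000453, 0.00964 with the block and 0.0198 for the 3 brighter members). These gene-named cDNAs are not the set behind the GO categories, which is not analysed here because the files do not pair the clones with loci. On the whole array the years differed in 69 cDNAs, 34 with a higher and 35 with a lower ratio in 2005, or in 332 with the letter as a block, 136 higher and 196 lower. Without the block the count was 7 or 160 without plant A or C of 2003 and 0 without any 1 of the 2005 plants (limma, with 685 to 893 cDNAs at an unadjusted p under 0.05) or without plant A of both years (751), and reached 1240 with the 12 arrays as independent replicates. From the larger share of stress-classified gene products among the transcripts enhanced in 2003 than in 2005, the paper proposes that the plants of 2003 were more stressed. It also draws on the size and the solute potential of the plants.

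**Figure D2:**
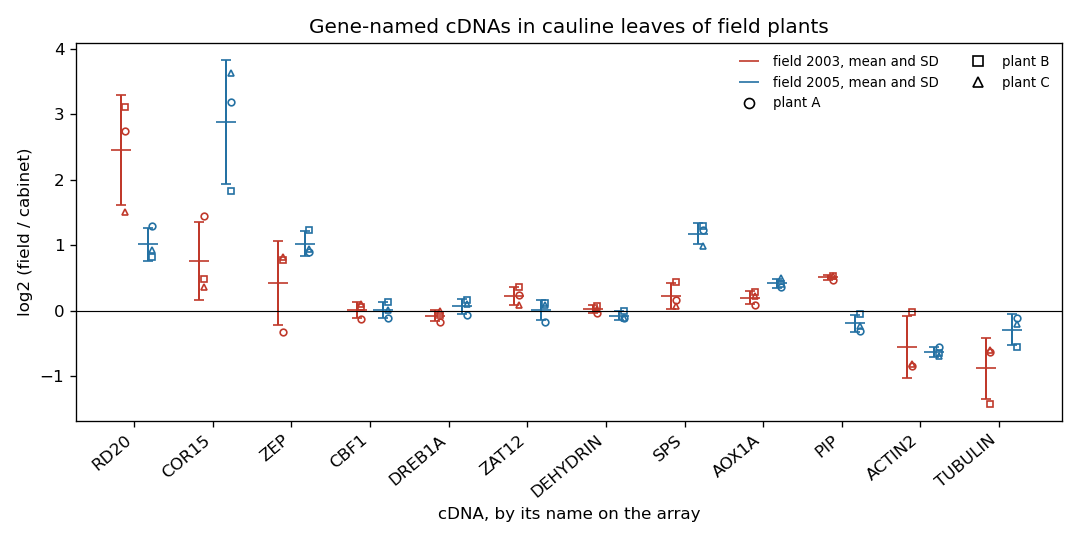
Log2 ratio of field over cabinet plants for 12 gene-named cDNAs in 2003 and 2005. Circles, squares and triangles are plants A, B and C, and the bars give the mean and SD of the 3 plants of a year. RD20 averages 2.46 in 2003 and 1.01 in 2005, COR15 0.76 and 2.89, and CBF1, no brighter than spots without a name, stays near 0 in both.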

Field-grown *Thellungiella* sampled in 2003 were of small stature (Figure 1C) and plants had a lower solute potential than either cabinet-grown plants or plants collected in 2005 indicating that they had accumulated solutes to a greater extent. Specifically, at approximately 9 weeks of age, a well-watered Yukon plant in the growth cabinet has a cauline leaf solute potential (ψ_S_) of -1.50 ± 0.05 MPa, a comparatively low value for an unstressed plant [27]. In comparison, visibly turgid cauline leaves from field plants were -2.07 ± 0.13 MPa and -1.63 ± 0.07 MPa in 2003 and 2005, respectively. Interestingly, GO classification by molecular function shows that genes encoding proteins of unknown function were expressed at a proportionately higher level in 2003 while the kinase class made little to no contribution (Figure 2B).

**Figure 2:**
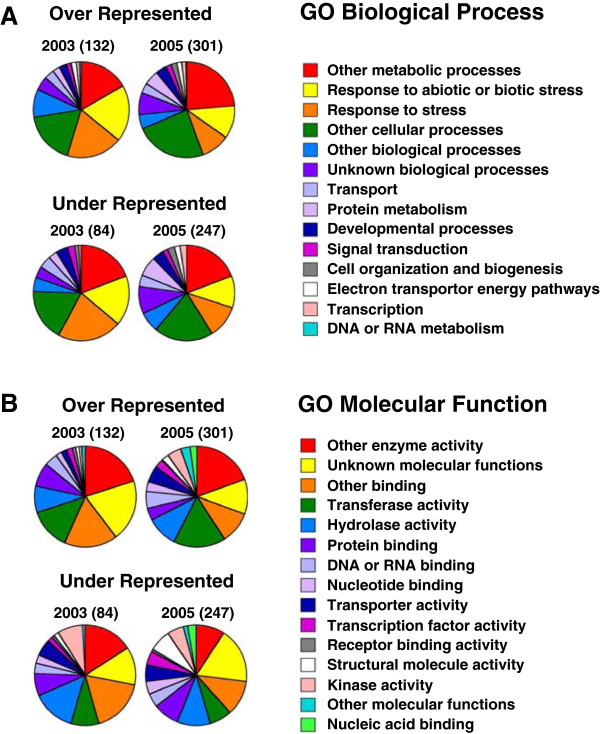
**GO classification of transcripts differentially expressed in *Thellungiella *harvested at a Yukon field site.** The genes whose transcripts were enhanced or repressed in Yukon *Thellungiella* harvested from the field in 2003 and 2005 relative to growth chamber grown plants were classified into the (**A**) biological processes and (**B**) molecular function categories using the TAIR9 GO categorization (http://www.arabidopsis.org/tools/bulk/go/index.jsp). Numbers in brackets are the total number of genes contributing to the pie chart.

### Patterns among gene products of field-grown *Thellungiella* and cabinet-grown plants subjected to environmental stress

The microarray dataset reported by Wong et al [19] for Yukon *Thellungiella* plants subjected to stress treatments under cabinet conditions was used in a meta-analysis for comparison with the expression profiles of field plants. Among the 673 genes described above, only 85 genes showed differential expression in the field and in response to at least one growth cabinet stress treatment. There were 63 genes differentially expressed in leaf samples collected in 2003 and 2005 that were not differentially expressed following any of the growth cabinet imposed stresses. This subset of 148 genes was subjected to hierarchical cluster analysis (HCA) to discern patterns of differential gene expression between field and cabinet stress treatments with the understanding that 2003 was a more stressful year. The dendrogram at the top of the HCA shown in Figure 3 groups the two gene expression datasets obtained from field plants together into a single group. The dataset that shows the greatest difference from the others is the one derived from re-watered plants recovering from a simulated drought stress. The top half of the figure includes genes whose transcripts were down-regulated (blue) in the field relative to control, cauline leaves of cabinet-grown plants while the bottom half includes genes found to be more highly expressed (red) in the field. The first six genes at the top of the figure show comparatively strong stress-responsive expression in plants from growth cabinets exposed to cold or drought treatments but they showed no increased abundance in cauline leaves of field plants relative to chamber-grown plants for either year sampled. Other genes show changes in expression that support a role in stress acclimation in both field and cabinet grown plants. For example, a group of seven genes at the base of the HCA heat map showed increased expression in 2005 and in leaves of plants re-watered following drought treatment in cabinets but showed no increase in expression in 2003 or following drought, cold or salinity treatments in cabinets. This group may be comprised of genes whose expression is down-regulated during stress or associated with plants growing under more favorable cabinet and field conditions such as those of 2005.

**Figure 3:**
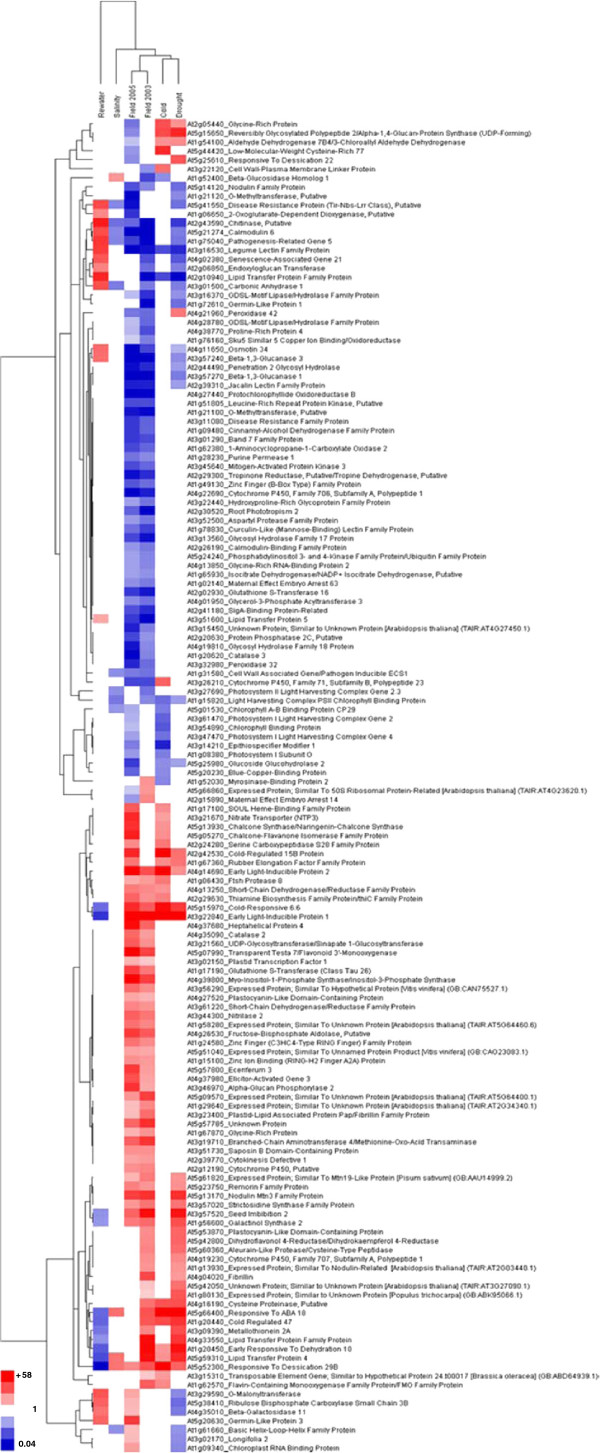
**HCA of genes differentially expressed in *Thellungiella *harvested from the Yukon field site in 2003 and 2005 and *Thellungiella *exposed to abiotic stresses in growth cabinets.** Transcript expression levels that were significantly different from control levels were converted to a ratio of the treatment over the appropriate control. Ratios greater than 1.5 or less than 0.67 were then log_10_ transformed before being subjected to HCA and illustrated as a heat map. White indicates no difference in gene expression between the sample and its respective control while red or blue indicates that gene expression was higher or lower, respectively, relative to a control. Values associated with the variable intensity of red and blue in the legend are fold-differences (before log transformation) compared to the appropriate control. Genes are annotated with the Arabidopsis locus identifier to which they are best matched.

We expect that genes whose products are critical for growth under a given stress condition will be expressed irrespective of whether the plants are grown and stressed in cabinets or in the field. This premise can be tested using the dataset for differentially expressed genes (Additional file 2). For example, genes responsive to water deficits are less likely to show differential expression in 2005 when rainfall was abundant. On the other hand, plants harvested in 2003 and chamber-grown plants exposed to a simulated drought should show overlap in drought-responsive genes. Figure 4A shows a Venn diagram of drought-responsive genes in the growth cabinet and their overlap, if any, with differentially expressed genes in 2003 or 2005. A number of interesting inferences can be drawn considering that 2003 was a year of low precipitation. 

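COR15, ZEP, SPS and ACTIN2 were called in 2005 and not in 2003, and TUBULIN was called in 2003 and not in 2005. This does not hold for ZEP without plant A of 2003, nor for ACTIN2 without plant B of 2003 or with the scan day as a random block (adjusted p in 2003 = 0.0111), where they were called in 2003 as well, nor for COR15 with the 12 arrays as independent replicates (0.0451). None of these 5 cDNAs was called in the direct limma test of 2005 against 2003, in which COR15 and SPS had an unadjusted p under 0.05, and these 2 were called with the plant letter as a block. On the whole array, 981 cDNAs were called in 2005 alone and 372 in 2003 alone, a ratio of 2.64. Of the 981, 746 (76.0%) had the same sign in the 2003 mean, with a median log2 ratio, turned to the called direction, of 0.98 in 2005 and 0.29 in 2003. Of the 372, 264 (71.0%) had the same sign in the 2005 mean, with medians of 1.13 in 2003 and 0.23 in 2005. Choosing cDNAs by the year of their call by itself favours the larger median in that year. Shared cabinet RNA could also give equal signs, and these shares were not simulated for unchanged plants. Without the block the year difference itself was called for 41 of the 981 (4.18%) and 14 of the 372 (3.76%), and with it for 187 (19.1%) and 80 (21.5%). The plants of 2003 varied more, with a median SD of 0.375 (log2) between plants against 0.236 in 2005. The fit, however, used the same spread of a cDNA for both years. The ratio of the 2 counts was 5.22 without plant A of both years, 9.08 without plant B of 2003, 0.826 or 1.40 without plant B or C of 2005, and 1.14 with the scan day as a random block.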

Firstly, approximately 4.5-fold more differentially expressed genes were only detected in 2005 and given the ample rainfall, their expression is inconsistent with genes whose products are responsive to drought; their expression must reflect other field-related conditions in 2005. We found 99 genes showing drought-responsive behavior in cabinets although cold and salinity also influenced the expression of many of these genes. Only a subset of 20 genes (shaded overlap) showed differential expression in 2003 samples and in drought-treated plants in growth chambers. Of this group, 13 genes were not responsive to either salinity or cold and the direction of change was the same (10 up and 3 down-regulated relative to the gene expression of control plants; Figures 3 and 4A). The expression pattern of this sub-set of *Thellungiella* genes suggests that they are responsive to water deficits whether engineered under controlled conditions in a cabinet or naturally in the field. Of these 13 genes, the functions associated with several are unknown but a number have documented roles in osmotic stress (see references [28-39] cited in Figure 4B). The genes of unknown function deserve further study as their expression patterns implicate these products in processes required to tolerate water deficits under stressful field conditions.

**Figure 4:**
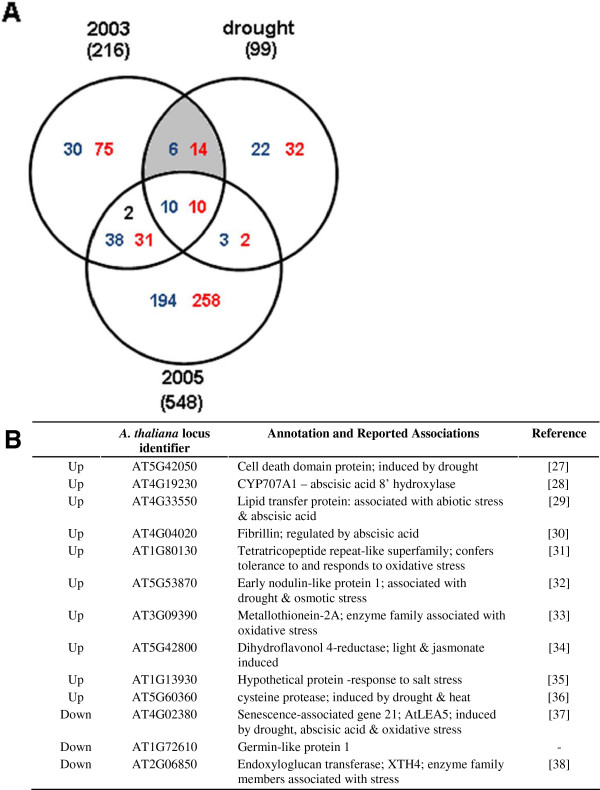
**Exploring drought-associated genes of *Thellungiella *grown at the field site and in the growth cabinet. A**) Relationships between genes differentially expressed in *Thellungiella* at the Yukon field site and plants drought-stressed in cabinets compared to cabinet controls are presented in Venn diagram form. The numbers of genes indicated in blue text are down-regulated relative to cabinet controls and the numbers of genes presented in red text are up-regulated relative to cabinet controls. Black text represents the number of genes regulated in opposite directions in 2003 compared to 2005. **B**) Summary list of candidate drought-responsive genes in *Thellungiella*. 20 genes (shaded region in panel **A**) showed differential expression in 2003 and in cabinet-grown plants subjected to simulated drought stress compared to cabinet controls. A subset of 13 genes whose expression was not influenced by either salt or cold exposure is presented [28-39].

### Metabolite profiling of *Thellungiella* plants grown under field conditions

The GO annotation analysis of Figure 2 shows that transcripts associated with metabolism comprise one of the largest categories of differentially regulated genes in *Thellungiella* field plants. In order to gain greater insight into the biochemical activities of these plants we extracted and profiled polar metabolites by gas chromatography/mass spectrometry (GC/MS). Using this approach, it was possible to simultaneously monitor over 300 mass spectral tags (MSTs) corresponding to chemically diverse compounds.

Plant metabolites can undergo diurnal changes in abundance [40]. With this consideration and the restricted access to the field site, it was important to identify which metabolites undergo diurnal changes in abundance and the time point that would provide the most comprehensive “snapshot” of chemical components. We sampled leaf tissue harvested at the field site at three time-points corresponding to 2, 7 and 12 h after sunrise. Measurements of MST abundance at any given time point were expressed as an average fold-change of the three time points selected for tissue analysis and the 29 MSTs found to undergo significant changes in abundance were analyzed by HCA (Additional file 1: Figure S2). The majority of the compounds that underwent changes in content showed maximum abundance in the samples obtained 7 h after sunrise. This group includes *myo*-inositol, raffinose, galactinol, quinic acid, fructose, sucrose, and 16 unidentified MSTs. Members of the raffinose family oligosaccharides have been implicated in desiccation and freezing tolerance of a variety of plants. While one might expect the content of protective compounds to remain stable in the face of a persistent osmotic stress, such as that found at a highly saline field site, diurnal changes have been observed for *myo*-inositol, fructose, and raffinose for unwatered coleus [41] and so diurnal changes in these components neither supports nor precludes a role for raffinose family oligosaccharides in osmotic adjustment of *Thellungiella*. A smaller group whose abundance was highest in early morning (2 h) samples included phosphate, citrate, glycine, and unknown 1320 while one MST, unknown 966, was most abundant in the late time-point sample (12 h after sunrise). Given the difficulty of sampling at a remote field site and the pattern of highest abundance tending to be near midday, we selected a single time-point corresponding to 7 h after sunrise for routine sampling and synchronized this sampling time for comparisons with plants in growth cabinet material. Our findings agree with those of Gibon et al. [40] who reported that metabolite abundance in Arabidopsis is relatively low early in the day and increases over the course of the day.

We found 109 MSTs in leaf extracts prepared from plants collected in 2003 and 2005 that showed statistically significant differences in abundance relative to MSTs present in extracts of cauline leaf samples from chamber-grown controls (Additional file 3). A subset of 76 MSTs that showed changes in abundance in field plants only, or between field and cabinet stress treatment samples, were subjected to HCA (Figure 5). A striking impression shown by this HCA is that most components, including 19 MSTs tentatively identified as sugar alcohols, were less abundant in leaves of field plants than cauline leaves from growth cabinet control plants. Leaves harvested from *Thellungiella* growing on saline field sites in 2003 and 2005 had a higher content of citrate, unknown 1429, succinate, ethanolamine, glycine, citramalate, sucrose, and fructose compared to cauline leaf controls. None of the laboratory stress conditions tested led to an increased relative abundance of the first four MSTs in this list. Among the low abundance metabolites in field samples were some found to be present at higher levels following at least one of the stress treatments in cabinets. This latter group includes cinnamic acid, raffinose, aspartate, valine, isoleucine, galactinol, proline, serine, and glutamate.

**Figure 5:**
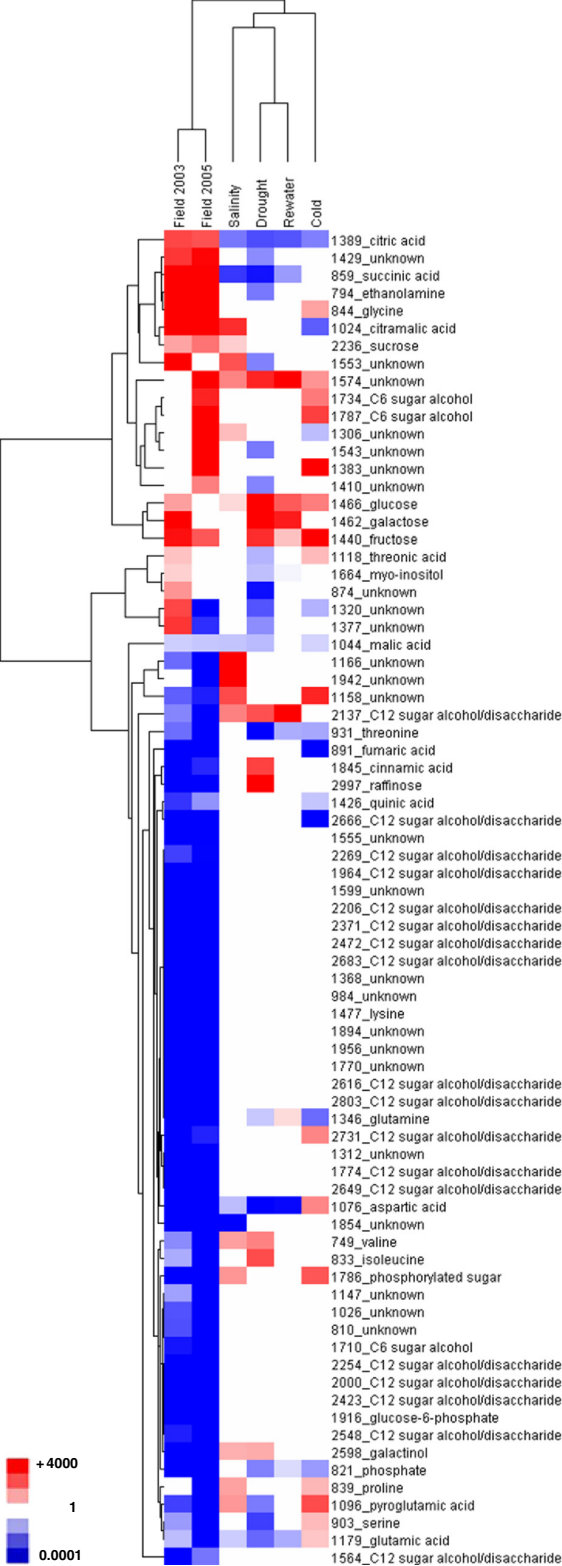
**HCA of metabolites in *Thellungiella *harvested from the Yukon field site in 2003 and 2005 and chamber grown plants exposed to abiotic stresses.** Illustrated is a heat-map of an HCA using 76 MSTs showing differential abundance between field and cabinet stress treatment plants over cabinet controls. For inclusion, a given MST was either found in profiles of leaf extracts for both field years or in the profiles of extracts in a single field year in cases where the same MST was found in profiles of stressed, cabinet-grown plants. The mean MST abundance was expressed as the fold ratio of treated or field over cabinet control levels. Those ratios that exceeded 1.5 or were lower than 0.67 were then log_10_ transformed before being subjected to HCA and illustrated as a heat map. Colors and legends as per Figure 3.

### Physiological adjustments to salt exposure include plasticity in organic solutes accumulated by Yukon *Thellungiella* plants

A general mechanism for tolerance to osmotic stress among plants involves the accumulation of organic solutes to serve various roles including scavenging free radicals, detoxification and osmotic adjustment [42]. There is ample experimental evidence that the Shandong ecotype of *Thellungiella* accumulates proline in response to NaCl treatments, a trait observed in numerous plant species, [17,20-22,43]. In contrast, we found little evidence that *Thellungiella* plants harvested at the Yukon field site contained proline at levels exceeding those found in rosette leaves of well-watered chamber-grown plants (Figure 5). This outcome was unexpected because our soil analysis and visual observations of the field location show that the plants are growing under saline conditions (Figure 1 and Additional file 1: Table S1). Tissue sampled from the field was enriched in Na^+^ compared to cabinet controls and leaf ψ_S_ values from field plants were lower than non-salinized plants in growth chambers. Furthermore, our HCA of differentially expressed genes between field and chamber-grown plants (Figure 3) does not implicate gene products associated with proline synthesis under stress such as the *Thellungiella* ortholog of Δ *1-pyrroline-5-carboxylate synthetase 1*[19,44].

We further explored the relationship between NaCl treatment of plants in cabinets and proline accumulation by comparing Yukon *Thellungiella* plants that were well watered with those that were salinized step-wise up to 500 mM NaCl. *Thellungiella* salinized in growth cabinets will flower and set seeds even when irrigated with 500 mM NaCl. The salinized plants showed a reduction in leaf ψ_W_ and ψ_S_ but remained turgid (Figure 6A) and the proline content of leaves underwent a salt-responsive increase (Figure 6B). Although this experiment confirmed the capacity for Yukon *Thellungiella* to accumulate proline in growth cabinets, it did not satisfactorily answer why we failed to observe proline accumulate to comparable levels in the field plants (Figure 5 and 6B). We hypothesized that field-related conditions influence the nature of solutes accumulated by Yukon *Thellungiella* plants, with one factor being the availability of nutrients. There is evidence that nitrogen can influence the organic solute composition of salt-stressed *Spartina alterniflora* and *Wollastonia biflora*[45,46].

**Figure 6:**
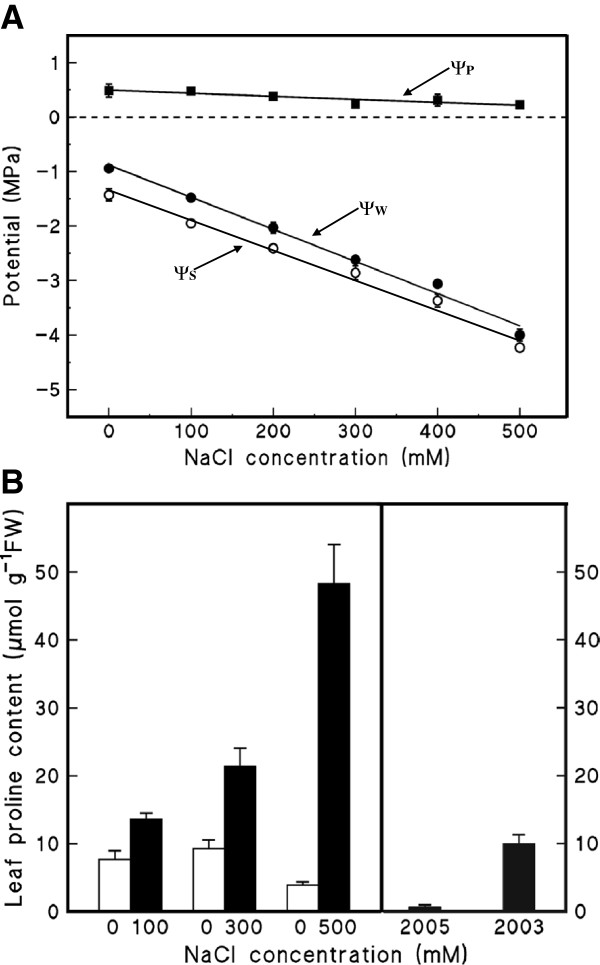
**Physiology of Yukon *Thellungiella *plants subjected to salt treatments. A**) Water relations of Yukon *Thellungiella* exposed to NaCl. Plants were salinized step-wise by increasing the concentration of NaCl in 50 mM increments. Leaf ψ_W_ and ψ_S_ measurements were taken after 3 d of acclimation to each salt concentration. The ψ_P_ was estimated as the difference between ψ_W_ and ψ_S_. Values are means of six individual plants ± SE. **B**) Leaf proline content of Yukon *Thellungiella* subjected to NaCl treatments or sampled at the field site in 2003 and 2005. Values are means ± SE from five individual plants.

### Nitrogen availability influences the array of solutes accumulated by Yukon *Thellungiella* during salt exposure

Given the low nitrogen content of soil at the field site (Additional file 1: Table S1), we reasoned that nitrogen availability could influence the production and accumulation of proline by plants in the field when compared to plants in the cabinets that were fertilized weekly. To address this question we grew seedlings on defined nutrient media and subjected them to one of four treatments: 1 mM nitrogen (HN), 0.1 mM nitrogen (LN), 1 mM nitrogen and 100 mM NaCl (HN + S), or 0.1 mM nitrogen and 100 mM NaCl (LN + S). Arabidopsis seedlings were stunted on HN + S and died on LN + S treatment plates. In contrast, *Thellungiella* seedlings exposed to 100 mM NaCl survived and grew under both HN and LN conditions (Figure 7A). *Thellungiella* growth was slower on media containing NaCl compared to media without added salt. The length of *Thellungiella* seedling primary roots was measured daily. *Thellungiella* roots grown in the absence of salt (LN and HN) grew at the same rate of 4.6 mm. d^-1^ while those exposed to 100 mM NaCl (LN + S and HN + S) grew at 2.2 mm·d^-1^, half the rate of the non-salinized seedling roots (Figure 7B). The nitrogen concentration of the media therefore did not affect primary root growth rate but the presence of added salt led to slower rates of root elongation. Shoot fresh weight measurements were taken on the day of harvest, defined as the day that primary roots reached the bottom of a vertically-oriented agar plate. The salinized roots grew more slowly and, accordingly, shoot tissue was collected from LN and HN seedlings at 9 d and from LN + S and HN + S seedlings at 19 d (Figure 7C). At harvest, shoot biomass was two-fold greater for seedlings grown on HN media compared to LN plates and this difference was not affected by salt (Figure 7C).

**Figure 7:**
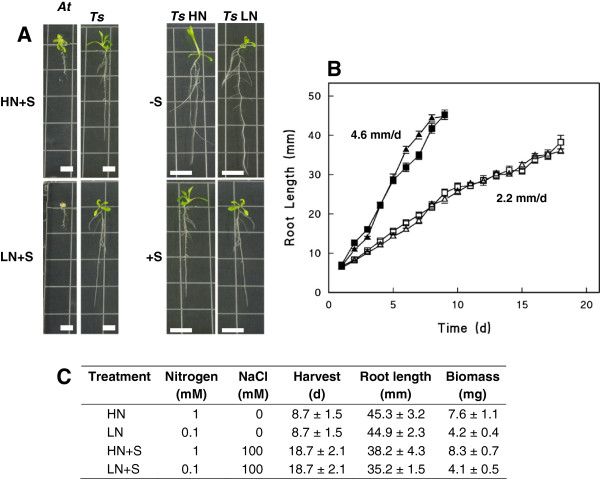
**Growth of *Thellungiella *seedlings exposed to nitrogen deficit and/or salt stress. A**) Representative *Thellungiella salsuginea* (*Ts)* and *Arabidopsis thaliana* (*At*) seedlings grown on media containing 1 mM or 0.1 mM nitrogen (HN and LN, respectively) in the presence (+S) or absence (-S) of 100 mM NaCl. Scale bars = 6.5 mm. **B**) Primary root elongation kinetics of *Thellungiella* seedlings. Treatments shown are: HN, ■; LN, ▴; HN + S, □; LN + S, ▵. Root measurements were taken at the same time daily. All data are presented as the mean ± SE of 40 seedlings per measurement across three biological replicates. Growth rates for roots of seedlings grown in the presence or absence of NaCl are presented in mm·d^-1^. **C**) The extent of *Thellungiella* shoot biomass and root length at harvest after growing on media containing varying concentrations of nitrogen and salt.

GC/MS was used to identify qualitative and quantitative changes in organic solutes extracted from harvested shoots. We identified 49 MSTs as showing significantly different relative abundance between the four treatments; 12 were identified as probable sugars based upon mass spectral information but 23 could not be associated with any chemical class (Additional file 4).

Abundance estimates for the 49 MSTs across the four treatments were subjected to principal component analysis (PCA). PCA simplifies the large volume of data (all MSTs from the multiple GC/MS analyses) and helps reveal sources of major variation in MST abundance [47]. PC1 (principal component 1) and PC2 together account for 87% of the variance in the observations corresponding to the four treatments tested, with PC1 accounting for 66.3% (Figure 8A).

**Figure 8:**
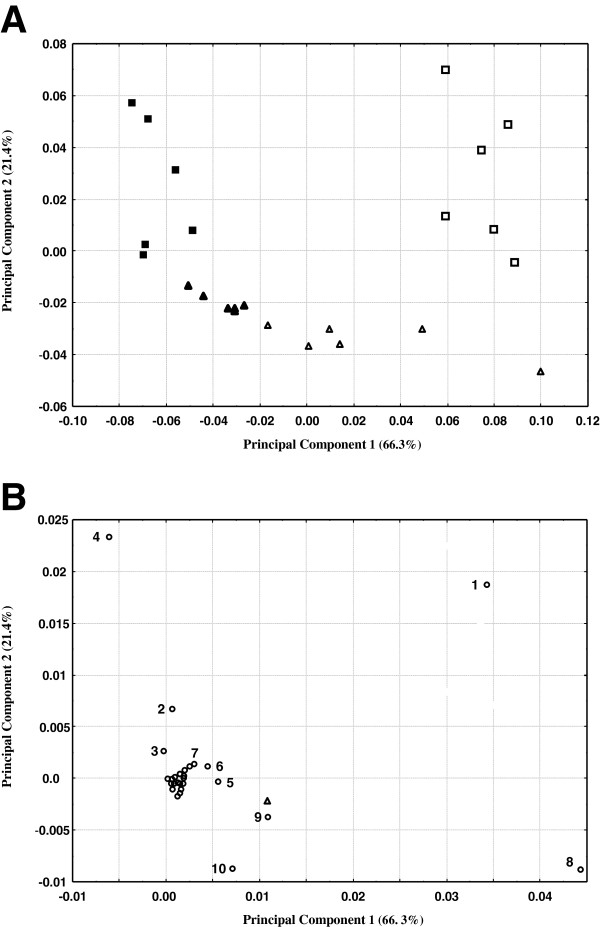
**Principal component analysis of 49 MSTs differing in relative abundance following plant exposure to HN, LN, HN + S, or LN + S conditions. A**) Sample measurements for each treatment consisted of 3 biological replicates of extracts from pooled seedling shoot tissue analyzed in duplicate. Each point represents the dataset comprised of 49 MSTs in these six analyses and is positioned on a biplot of principal component 1 vs. 2. (■ = HN, □ = HN + S, ▴ = LN, **▵** = LN + S. **B**) Projections of metabolite variables onto the principal components described in A. Numbered metabolites are: 1 = proline, 2 = serine, 3 = threonine, 4 = pyroglutamic acid, 5 = unknown 1429, 6 = fructose, 7 = sugar 1579, 8 = *myo*-inositol, 9 = sugar 2100 and 10 = raffinose.

On this PCA, observations obtained from individual plants exposed to the same test media group together (Figure 8A), suggesting that variance between treatments was greater than variance within treatments. Observations derived from seedlings grown in the absence of salt (LN and HN) and those from plants grown in the presence of salt (LN + S, HN + S) are discriminated along the PC1 axis, indicating that PC1 is primarily associated with variance in metabolites due to seedling salt exposure. Observations derived from the LN and LN + S are separated from HN and HN + S treatments along the PC2 axis, indicating that PC2 is associated with variance due to seedling exposure to nitrogen (Figure 8A).

The PCA data was analyzed further to identify metabolite variables that influence the position of the observations along PC1 and PC2. Projections of metabolite variables onto the two principal components yielded values near the origin for the majority of metabolites (Figure 8B). However, ten of the 49 variables were clearly separable from the rest and these included fructose, *myo*-inositol, sugar 2100 and raffinose. These particular variables lie below zero on the PC2 axis and contribute towards the position of the LN + S observations. Points corresponding to the variables pyroglutamic acid and serine are found on the left side of the PC1 axis and above zero on the PC2 axis where they contribute to the position of the HN observations. In contrast, proline has a strong positive loading for both PC1 and PC2 axes and so contributes to the position of the HN + S observations. These results show that a change in abundance among comparatively few MSTs strongly influenced the position and separation of observations produced following PCA of MST data from the *Thellungiella* seedlings used in this study. Furthermore, much of the variance in this dataset is due to seedling proline content. Additional file 4 shows that the 45-fold increase in proline abundance between HN and HN + S plants can be contrasted with the fold-increases for several sugars between LN and LN + S plants (including raffinose, *myo*-inositol, fructose, sugars 2100 and 1579). This observation is consistent with our hypothesis that carbohydrates replace proline when plants are salt-stressed under nitrogen limiting conditions.

## Conclusions

Even for a plant that grows in a high stress environment, there was considerable plasticity in variance to abiotic stressors. Predictably, in our comparisons between field- and cabinet-grown *Thellungiella* plants we found many differences in gene expression and metabolite content. However, there were consistent patterns among stress-responsive transcripts and metabolites that strongly associate a subset of gene products with a role in the adaptive capacity of this plant to survive on saline soils and under drought conditions. The converse is also true. One trait that has a long association with stress tolerance, including salinity tolerance of *Thellungiella*[20,21,43], is that of proline accumulation. Surprisingly, we found no evidence for elevated proline content in leaves of plants that grew in salt-laden Yukon soils despite the fact that plants descended from seeds of the same population grown in cabinets accumulate this amino acid in a stress-responsive manner. In this report we show evidence that for at least this trait, the availability of nutrients influences the array of organic solutes accumulated by *Thellungiella* growing under saline conditions. We propose that this plasticity is not an exclusive property of proline metabolism but a trait that reflects a more fundamental flexibility required for *Thellungiella*’s extremophile lifestyle. As such, we hypothesize that stress-responsive traits in common between field and growth cabinet locations is not a serendipitous overlap but likely reflects their essential requirement for stress tolerance. Comparisons between field and laboratory grown plants offer a promising approach to revealing candidate gene leads for improved crop performance under adverse environmental conditions.

## Methods

### *Thellungiella* at Yukon field sites

In 2002, 2003, and 2005 cauline leaf tissue was harvested from mature, flowering Yukon *Thellungiella* at a field site near Whitehorse, Yukon (location: 60° 55.928′N, 135° 10.249′ W; elevation 647 m). Leaf tissue from individual plants was transferred quickly to 2 mL Nalgene cryovials, immediately flash frozen in liquid nitrogen, and then transferred to a charged MVE XC20/3V vapour shipper (Jencons Scientific Inc, Bridgeville, PA) where samples were kept frozen at -150°C for transport. Vials were transferred to -80°C for storage pending analysis.

### Controlled environment plant growth conditions and stress treatments

Seeds of the Yukon genotype that had been sourced from the field site and bulked at McMaster University were sterilized using a vapour-phase gas technique [48] and then mixed with 0.1% (w/v) Phytagel (Sigma) and applied by pipette onto a moistened soil mixture containing six parts Promix BX (Premier Horticulture, Rivière-du-Loup, PQ) and one part Turface (Profile Products LLC, Buffalo, NY) in individual 5 × 5 × 7 cm pots. Seeds in pots were stratified for 2 d at 4°C before transfer to growth chambers (AC 60 Enconair, Winnipeg, MB) set with a 21 h day and irradiance of 250 μmol m^-2^s^-1^ and 22°C/10°C day/night temperature regime. Plants were watered daily as needed and fertilized one time per week with 1 g L^-1^ 20-20-20 (N-P-K) fertilizer. For salinity treatments, four-week-old plants were watered with 50 mM NaCl for 3 d and the salinity level of the irrigating solution was increased in increments of 50 mM NaCl every 3 d to final concentrations of 100 mM, 300 mM, and 500 mM NaCl. Plants were watered for 3 d at their final salinity level prior to physiological analysis and harvest. For comparative determinations, treated plants were paired with age-matched unsalinized controls.

Yukon *Thellungiella* plants grown in controlled environment chambers as described above produce cauline leaves at approximately 8 weeks. Thus, cauline leaves collected from 12 week old cabinet-grown plants served as the source of unstressed tissue in microarray and metabolite profiling experiments involving cauline leaves from field-grown plants. Rosette leaves of chamber-grown plants served as the source of tissue for metabolite profiles comparing healthy, cold, drought, drought/re-watered, and salinized plant samples. Tissue from individual plants (un-pooled) was used for all analyses.

For seedling nutrient stress experiments, *Thellungiella* or Arabidopsis (Col-0) seeds were sterilized and stratified as above on MS agar plates. Four days after germination, seedlings were transferred to solid media plates composed of Hoagland's nutrient solution [49] in which the amount of nitrogen (nitrate) was 0.1 or 1 mM and salt (NaCl) was 0 or 100 mM [50]. Treatment plates containing seedlings were incubated vertically in a growth chamber with a 12 h photoperiod set at 22°C and 150-200 μmol m^-2^s^-1^ photon flux density. For metabolite analysis, shoots were harvested at the same root length stage of development across treatments. Tissue was pooled in 50 mg aliquots, flash frozen in liquid nitrogen and stored at -80°C until further use.

### Soil and physiological analyses

Soil samples were collected to a depth of 18 cm at the site where Yukon *Thellungiella* tissue was harvested. Soil pH, electrical conductivity, and chemical content were determined and the elemental composition of soil samples, field and chamber leaf tissues were analyzed [51].

Leaf water (ψ_W_) and solute (ψ_S_) potential measurements were performed using a HR33T psychrometer fitted with a C52 chamber (Wescor Inc., Logan, UT) using a 6 mm diameter disc excised from a mature fully expanded leaf [19]. Leaf turgor (ψ_p_) pressure was estimated as the difference between the water and solute potential measurements [52].

### Differential gene expression

Due to the scarcity of field-sourced material, total RNA extraction and microarray hybridization conditions were as reported by Wong et al. [19] except the mRNA was first amplified using the Ambion MessageAmp aRNA Amplification kit (Applied Biosystems) and the cDNA was primed with a random primer mix (Invitrogen). A single round of RNA amplification was carried out according to the manufacturer’s protocol using 1 μg of total RNA. To generate the probe for microarray hybridization, 40 μg of amplified RNA was reverse-transcribed to synthesize aminoallyl-labeled cDNA followed by coupling of the aminoallyl groups to either Cyanine 3 or 5 (Cy3/Cy5). The cDNA microarrays were hybridized with Cy3- and Cy5-labeled probe pairs prepared using RNA extracted from untreated cauline leaves of chamber grown *Thellungiella* and compared with similarly labeled products from cauline leaves of *Thellungiella* harvested at the Yukon field site.

Three biological replicates with dye swap as a technical replicate were used for leaf tissue harvested from the field in 2003 and 2005 and statistical analysis was therefore based on a total of six replicates per field year. ScanArray confocal scanning system and QuantArray data acquisition software (Perkin-Elmer) were used to obtain data, and after normalization, differentially expressed genes between growth chamber and field-grown Yukon *Thellungiella* were detected using a Bayesian model as previously described [19].

### Metabolite analysis

Polar metabolites for profiling by GC/MS were obtained from 200 mg of frozen *Thellungiella* tissue taken from an individual leaf or pooled seedling shoot tissue to which 50 μL of ribitol (2 mg mL^-1^) was added. Tissue was ground together with the ribitol standard to a fine powder in liquid nitrogen. Metabolite extraction using methanol and chloroform was as described by Fiehn et al. [47] and the aqueous phase containing polar metabolites was retained for this study. The retention times were converted to retention indices by adding a mixture of fatty acid standards [53]. Methoxymation and derivatization were as reported by Roessner et al. [53].

Samples were analyzed using a Trace DSQ GC-MS system (Thermo Finnigan) operated in the positive ion electron impact (EI^+^) full scan mode. Samples were diluted 25-fold with hexane and 1 μL was injected using a MPS 2 autosampler (Gerstel GmbH & Co., Mϋlheim, Germany). Chromatography was performed on a 30 m long, 0.25 mm ID and 0.25 μm film thickness Restek Rtx-5MS integra column (crossbond 5% diphenyl – 95% dimethyl polysiloxane; Chromatographic Specialties Inc., Brockville, ON) fused with a 10 m guard column of the same composition. The injection temperature was 230°C, and the ion source was kept at 200°C. The carrier gas was helium (>99.999% purity; VitalAire, Hamilton, ON) delivered at a constant flow rate of 1 mL min^-1^. The temperature program was set at 50°C for 2.5 min then temperature was first increased at a rate of 7.5°C min^-1^ to 70°C followed by 5°C min^-1^ ramp to a final temperature of 310°C where it remained for 6 min. Mass spectra were recorded at three scans per second with a scanning range of 50 to 650 m/z.

Automated mass spectral deconvolution and identification system (AMDIS) software was used to extract peak abundance and mass spectra information for each trimethylsilyl derivative resolved in GC/MS chromatograms [54]. This information was imported in tab-delimited format to the GC/MS Analysis Software Package (GASP) (available at: http://www.flintbox.com, [55]) where the retention index (RI) was calculated as described by Roessner et al. [53] and the relative abundance for each component was adjusted to reflect the estimated recovery of the internal standard ribitol. The term MST refers to an individual trimethylsilyl derivative identified by a characteristic RI and MS [56]. Identical MSTs from multiple GC/MS analyses were aligned with GASP and subjected to statistical tests to identify those associated with specific samples and/or treatments. An arbitrary threshold detection limit of 0.00005 for relative response factors associated with MSTs was used in determining abundance and fold-differences among chemical components from different samples.

The chemical identity of an MST was determined by comparing its RI and MS parameters to those obtained for authentic standards analyzed using the same instrument and experimental conditions. MSTs that shared m/z ratios with authentic standards that had different RIs were classified according to predicted chemical classes such as sugars or sugar phosphates. When necessary for confirmation of MST identities, chemical standards were co-injected with samples prepared from leaves or seedlings. Leaf proline content was determined by comparing sample relative response factor values for proline to those calculated from running eight known amounts of proline on the GC-MS.

### Statistical analysis

Transcripts found to be differentially expressed in the field relative to the cauline leaves of cabinet-grown plants were compared to those showing stress-related changes in abundance reported previously by Wong et al. [19]. The Wong et al. [19] dataset is comprised of 147 transcripts showing statistically significant stress-responsive changes in leaves of Yukon *Thellungiella* plants grown in cabinets and subjected to cold, drought, salinity, and drought followed by re-watering treatments. Transcripts showing a 1.5-fold greater or lesser difference in expression in *Thellungiella* harvested from the field compared to cabinet-grown controls or stress treated versus control cabinet-grown plants (*P* < 0.01) were converted to a ratio of the control, log_10_ transformed, then subjected to HCA. MSTs identified in metabolite profiling whose abundance was significantly different by ANOVA (*P* < 0.05) between treated and control or field and control plants were expressed as a ratio of the control, and were then log_10_ transformed before being subjected to HCA. A minimum of five plants were used from each source of tissue.

Euclidean distance was used to calculate the distance matrix and a complete linkage method was used for hierarchical clustering of MSTs and transcripts using the program Cluster [57]. Heat maps were constructed using the Java Treeview program (http://jtreeview.sourceforge.net, [58]).

For seedling analyses, GC-MS profiles were generated from three biological replicate experiments testing the four combinations of nitrogen and salt. Extracts for analysis by GC-MS were prepared from duplicate, seedling shoot samples pooled from each treatment. Handling of data with respect to peak identification was as described above. The aligned data of all three trials was subjected to ANOVA and only those MSTs that were statistically significant (*P* < 0.05) were related to the mean value for all four treatments. This relative value was then log _10_ transformed before being subjected to PCA using a covariance matrix.

## Abbreviations

GO: Gene ontology; HN: High nitrogen; LN: Low nitrogen; HCA: Hierarchical cluster analysis; MST: Mass spectral tags; PCA: Principal component analysis; S: Salt; SE: Standard error of the mean.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

DRG, JD, and AT conducted research, provided experimental material, and compiled data that were reported and discussed in their graduate theses that are now included in this paper. MJC, EAW and PSS compiled data, wrote the primary draft, and edited the final draft for submission based upon input of co-authors. CEW, YL, AL, and BAM performed the microarray analysis using a cDNA chip they produced. CLP provided soil and plant elemental analyses and interpretation. DRG, AT, PSS, YW, BEM, PN, GBG, and EAW were involved in the metabolite profiling and data analysis. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1.** Chemical analysis of Yukon soil and Yukon*Thellungiella* plants from field site and controlled environment chambers. **Figure S1.** Meteorological conditions near Yukon field site. Data were taken from Environment Canada for the Whitehorse site for the months of May to July in 2003 and 2005 (http://www.climate.weatheroffice.ec.gc.ca/climate_normals/indexe.html). Asterisks denote dates on which tissue was harvested from *Thellungiella* plants growing in the field. **Figure S2.** Analysis of metabolites showing differential abundance in field plants over the course of a day. The mean of measurements from five individual plants harvested from the Yukon field site at 2 h, 7 h and 12 h from sun-rise were expressed as a ratio relative to the mean abundance for all three time-points. The fold ratios were then log_10_ transformed, subjected to HCA and presented as a heat map. MSTs whose levels were significantly different (*P* < 0.05) at any time-point from the average of the day are illustrated. White indicates no difference between the mean MST abundance at a given time point and the daily average while red or blue indicates that the MST was present at significantly higher or lower levels, respectively, compared to the daily average. The values in the legend are fold differences (before log transformation) compared to the daily average. Click here for file

Additional file 2 **Relative abundance of differentially regulated transcripts in field/cabinet plants.** Transcripts whose expression levels in 2003 and 2005 field-grown plants were significantly higher or lower than their expression in cabinet-grown control plants. Ratios of expression in the field plants over expression in the control plants are given. Click here for file

Additional file 3 **Relative abundance of metabolites in field/cabinet plant tissues.** MSTs whose levels in 2003 and 2005 field-grown plants were significantly higher or lower than in cabinet-grown control plants are listed. Ratios of the level in the field plants over the level in the control plants are given. Click here for file

Additional file 4 **Relative abundance of metabolites in nitrogen/salt experiments with seedlings.** 49 MSTs exhibited significant changes in abundance between seedlings grown in HN, LN, HN + S and LN + S conditions. These metabolites had statistically significant (*P* < 0.05) changes in their abundance compared to the mean metabolite levels of all four treatments. Values are expressed as average relative response factors ± SE and n = 6 for each condition. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

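The arrays measured transcripts in cauline leaves of 6 individual field plants, 3 of 2003 and 3 of 2005, each against cauline leaf RNA of cabinet plants, on 2 arrays per plant with the dyes exchanged. Channel 1 held the cabinet RNA and channel 2 the field RNA on all 12 arrays, and each log2 ratio runs as field over cabinet. The sample labels gave the year, the plant letter and the dyes.

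The authors deposited QuantArray tables with the intensity of each spot and of its local background in both channels, on a linear scale and without background subtraction or normalization. The authors also deposited a table of processed values on a log10 scale. Set against the scanner intensities of the same arrays, these values correlated with the log10 ratio of field over cabinet at r = 0.933 to 0.992, at a slope of 0.280 to 0.318 per log2 unit, where 0.301 is the slope of a log10 value. The column medians of that table, in the order of the 2 arrays of each plant, were -0.0188 and -0.00559 (2003 A), 0.000594 and 0.00164 (2003 B), -0.0180 and 0.000630 (2003 C), 0.0126 and 0.0110 (2005 A), -0.000332 and 0.00605 (2005 B) and -0.00377 and -0.00121 (2005 C), so the columns were centred near 0. The normalization behind them is not given in the sources used here, and they entered as an alternative. The methods name a Bayesian model for the calls of changed genes, which was not repeated.

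Each array holds 14688 spots in 48 spotting blocks, with 1239 control or unnamed spots. The 13449 cDNA spots carry 4279 identifiers, 95.7% of them with 3 spots. The median spot was 7.93 to 34.3 times as bright as its background, and 31 to 400 spots per array lay at the maximum of the scanner and were kept. No cDNA spot position lay below the background plus 2 SD in both channels on most arrays, so that a filter on dim spots removed none, but each of 87 spots without a name passed it too. In the median these unnamed spots, whose content the files do not give, were 3.55 (field) and 3.81 (cabinet) times as bright as their background, and 156 cDNAs (3.65%) were no brighter than that in either channel, among them 10 of the 24 with a gene name of known meaning. The number of arrays, 2 for each of 3 plants in a year, limits the precision.

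With limma 3.58.1 in R 4.3.3, background was corrected by normexp with an offset of 50, ratios were normalized within each array by loess with control spots at weight 0, and control spots were then left out. Spots of a cDNA were averaged, then the 2 arrays of a plant, which count as 1 replicate. The fit had a mean for each year and 1 spread per cDNA shared by both years, with 4 residual and 2.66 prior degrees of freedom. It gave the 2003 ratio, the 2005 ratio, their mean and the 2005 minus 2003 difference. Calls needed a Benjamini-Hochberg adjusted p under 0.05 and a 1.5-fold change, the fold limit that the methods state for the transcripts they cluster. The procedure was tested on simulated data for the 4279 cDNAs. Of 50 cDNAs changed at each size, 8% (1.5-fold), 54% (2-fold), 84% (3-fold) and 94% (4-fold) were called in the simulated 2003 comparison, and 8%, 54%, 86% and 94% in that of 2005, while 6 of 4079 unchanged cDNAs were called in each. These simulated plants varied independently, with the same spread in both years and no shared cabinet RNA. In the simulations of unchanged plants that all shared 1 cabinet RNA, a median of 314 (2003) and 309.5 (2005) of the 4279 cDNAs were called. There the cabinet RNA was given the same spread as a field plant, a setting that was not measured.

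The named cDNAs were to be the 10 highest and 10 lowest of each comparison, the called members of lists of loci and the genes the study names, a rule set before the data were examined but after the ratios of Additional file 2 had been read. The files do not pair clones with genes. The lists of loci, including markers of flower, pollen and seed tissue, the drought-responsive genes of the study and the match to its list by locus were therefore not analysed here, and clone names are limited to 2 with higher and 2 with lower ratios. In their place, the 24 cDNAs with a gene name of known meaning were grouped from their names, before their ratios were seen, as ABA, dehydration and cold response (12), other stress and metabolism (6) and housekeeping (6). The groups were tested with camera (preset correlation, with an estimated one as an alternative) and fry, adjusted over the 3 groups. Of the 4 gene-like names without a known meaning, 1 was called in 2003 and 1 in 2005, and they enter no group. The one called in 2003, FL5-2D23, had log2 ratios of 0.36, 4.02 and 0.40 at its spot positions in that year. All gene names are those written on the array, and like spellings (AA03 and AAO3, DEHDRIN and DEHYDRIN) were kept as separate cDNAs.

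Plants of different years share letters. Deviations from the year means correlated between plants of the same letter at r = 0.576 (A), 0.242 (B) and 0.314 (C) across cDNAs, and between plants of different letters at -0.331 to 0.0512. Neither the paper's text nor the labels name a shared factor, so the pairing comes from these correlations, and the fit of the year difference with the letter as a block is printed where it changes a call or count.

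Alternatives covered the background, the normalization within and between arrays, dye swaps, thresholds, the processed values, spot positions, the scan day as a random block, each year alone, the letter block and each plant left out. The scan day, which is the date recorded with the scanner readings, was taken as a random block among the 12 arrays with a dye term, because the plants share too few days. The spots with letter G, the letters as shared controls, the plants A of both years left out, the cDNAs no brighter than unnamed spots left out and the alternatives for the correlation of the years were chosen after seeing the data.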

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

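The tests of the plants that share a letter were chosen after their correlation had been seen, the amplification test in cDNAs chosen in 2003 had no bound written beforehand, and the other predictions were written before their results.

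The field to cabinet ratio differed between 2005 and 2003 for 69 cDNAs in a direct test, 34 higher and 35 lower in 2005. Of the 10 ways to part the 6 plants into 3 and 3, 1, the real one, called as many, and the others called at most 0 with limma (254 at an unadjusted p under 0.05, against 1162 for the real split). These splits are too few for a share under 0.05. No source says that the letters pair the plants, a pairing that was read from these data. Of the 4 splits that part every letter, the other 3 mix plants of both years on each side and called 0. In 7 cDNAs the ratio was called in opposite directions, 4 higher in 2003 and lower in 2005 and 3 the other way, and in 5 of them the year difference was called, or in 6 with the letter as a block. The opposite count was 11 or 18 without plant A or C of 2003, 1 without any 1 of the 2005 plants and 0 without plant A of both years (limma, with 25 at an unadjusted p under 0.05 and 1.5-fold). In the mean of both years, 1226 cDNAs were called with the real signs, and the highest count of the other sign patterns was 177. Only the real pattern, 1 of 32, gave as many, the smallest share that these patterns allow. This argues against chance where the 6 plants are independent, a condition that the correlations between plants of the same letter go against. If the plants of a letter share cabinet RNA, their signs turn together and leave 4 patterns, too few for a share under 0.05.

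Fewer cDNAs were called in 2003 (742) than in 2005 (1351), an order that turned without plant B of 2005 (515 and 457). A larger spread between the 2003 plants would leave the number of cDNAs at least 1.5-fold from the cabinet, whatever their p, less than 1.2 times as large in 2005, and 1796 against 1321 cDNAs gave 1.36, between that bound and the upper bound of 1.5. With the arrays scaled to a common spread, which tests a narrower range of ratios on the 2003 arrays, 1339 and 961 cDNAs were called, a ratio of 1.39 between the same bounds. Neither explanation can be told apart from a smaller response in 2003 by these ratios, because both values fall between the bounds. The fit gives a cDNA the same standard error in both years (0.301 for RD20). A larger spread of the 2003 plants therefore widens it for 2005 as well, and does not by itself set a stricter limit for 2003. Where the 2003 plants varied more, the shared error favours calls in 2003. A larger spread also carries more unchanged cDNAs past 1.5-fold in 2003, so the 1321 does not measure the response alone. With the scan day as a random block of the 12 arrays the counts were 1038 and 1124, so that the scan days, none of which the years shared, stay open, as do the weather of the years and the growth stage of the plants, which were not tested.

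Field and cabinet RNA also differed in amplification, which the labels give for field plants of both years. If it caused the field ratios as a whole, cDNAs chosen in plants A and B of 2005 would show nearly the same ratio in the 2003 plants as in plant C of 2005. For 1281 such cDNAs the median log2 ratio of the 2003 mean was 0.489 of that in plant C of 2005, just under the bound of 0.5, while the plants of 2003 gave 0.330, 0.661 and 0.473 and so lay on both sides of it. Chosen in plants A and B of 2003, 798 cDNAs had a median of 0.67 in the 2005 mean and 0.82 in plant C of 2003, a ratio of 0.812. Amplification and growth in the field cannot be told apart here, because every field RNA was amplified.

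Plants of the same letter deviated together in both years (r = 0.576, 0.242 and 0.314 across cDNAs for A, B and C), although they were different plants of different years. With print-tip loess the lowest of these correlations was 0.246, above the bound of 0.1, which argues against a trend across the slide that the normalization left. A candidate explanation is that plants of the same letter were set against the same cabinet RNA. The deviations of the cabinet channel then correlate more than those of the field channel, and their means were 0.421 and 0.00682, a difference of 0.414, with the cabinet channel higher for each of the 3 letters. This remains a hypothesis found and tested on the same arrays, and the design gives no biological explanation that was tested.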

How the results depend on the processing

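The alternative without plant A of both years was chosen after seeing the data, as were the spots with letter G, the cDNAs brighter than unnamed spots and those for the correlation of the years. The counts of changed cDNAs in 2003, in 2005, in either year, in both years in the same direction, in the mean of years and between years kept within 1.5 times of their values with print-tip loess, median centring, each spot position on its own, spots of letter G and without the 156 cDNAs no brighter than unnamed spots. The count of year differences (69) became 169 without background subtraction, 276 with scaled arrays, 578 with the plant as a random block of 12 arrays, 468 at an unadjusted p under 0.01, 127 from the deposited processed values and 355 with the scan day as a random block. With the plant letter as replicate block it became 332, COR15 and SPS were then called, and PIP lost the call it had when adjusted over all gene-named cDNAs (limma adjusted p = 0.0393, with the block 0.0552). With the 12 arrays as independent replicates, 1241 cDNAs were called in 2003, 297 and 358 were higher and lower in both years, and 1240 differed between years. Without a fold limit, 1843 were called in the mean of both years. At a log odds (B) above 0, the counts were 204 (2003), 366 (2005), 497 (either year), 31 and 42 (higher and lower in both) and 488 (mean of years). With each year fitted alone, limma called 0 cDNAs in 2003 (1117 at an unadjusted p under 0.05, lowest adjusted p 0.0515) and so 0 higher and 0 lower in both years, and 1639 in 2005. Without plant A of both years, 251 (2003), 757 (2005) and 877 (either year) were called, 52 were higher and 79 lower in both years, and limma called 0 between years (751 at an unadjusted p under 0.05). Leaving out 1 plant at a time gave 374 to 675 cDNAs in 2003, 457 to 1570 in 2005, 791 to 1745 in either year, 72 to 151 higher and 91 to 204 lower in both, 968 to 1397 in the mean of years and 0 to 160 between years, and a correlation of the years of 0.512 to 0.593. The count of 2003 was above that of 2005 without plant B of 2005 (515 and 457). The count of 2003 was 374 without plant B of 2003, 472 without plant A and 448 without plant C of 2005, and that of year differences 7 without plant A and 160 without plant C of 2003 and 0 without any 1 of the 2005 plants (limma; 685 to 893 at an unadjusted p under 0.05). A year left with 2 plants was assumed to vary like the other year. Fewer plants, the stricter or looser threshold and the count of arrays as plants follow from how these alternatives are built, and for the others the cause was not tested. Of the values of single gene-named cDNAs and of the clones set apart below, 966 were counted as unchanged, 27 lost a call and 7 gained one. No called value changed its sign. Values called under neither setting count among the 966 even where their sign changed. COR15 and SPS stayed called in 2005 under each alternative tallied for single cDNAs. That tally leaves out each spot position on its own and the fit without plant A of both years. The share of higher calls in 2003, 58.1%, was 48.2% with the deposited processed values, which turns the order (358 higher, 385 lower), and 68.1% at the log odds. The count of cDNAs called in opposite directions (7) was 12 with median centring, 3 without background subtraction, 13 with the deposited values, 19 with the scan day block, 21 with scaled arrays, 29 with the plant as a random block, 45 with independent arrays, 4 at an unadjusted p under 0.01 and 0 at the log odds or with each year alone (34 and 30 at an unadjusted p under 0.05 and 1.5-fold). Aquantile leaves log ratios as they are and the filter on dim spots removed none, so these settings test nothing. The alternatives for the lists of loci, the drought genes and the study's list were not run, because the files do not pair clones with loci.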

Differences from the paper's values

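The paper reports 673 cDNAs changed in the field in either year, and the count here was 1723. It was within 1.5 times of the paper's at B above 0 (497) and without plant B (791) or C (847) of 2005, and under none of the other alternatives set before the data were examined, which are the alternatives meant where no choice after seeing the data is named. At an unadjusted p under 0.01 and 1.5-fold, limma called 1595 in either year, 758 in 2003 and 1182 in 2005. The paper gives P < 0.01 and 1.5-fold for the transcripts it clustered and names a Bayesian model for its calls, which was not repeated. The counts here are of 4279 identifiers and the paper's of 3628 unique sequences, and 40.3% of identifiers were called against the paper's 19%, which was met without plant A (23.7%), B (18.5%) or C (19.8%) of 2005 and under no other alternative set beforehand.

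For 2003 the paper gives 216 changed cDNAs, 132 higher and 84 lower, against 742, 431 and 311 here. B above 0 gave 204, 139 and 65, and no other alternative set beforehand came within 1.5 times. For 2005 the paper gives 548, 301 higher and 247 lower, against 1351, 703 and 648 here. The total was 366 and the lower count 188 at B above 0, and without plant A, B or C of 2005 the totals were 736, 457 and 563, the higher counts 401, 221 and 267 and the lower counts 335, 236 and 296. The other alternatives set beforehand did not come within 1.5 times of these counts, and B above 0 did not for the higher count.

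The paper's text puts 6% of changed genes lower in both years, against 11.4% here. The value was 8.45% at B above 0, 6.29% without plant B and 8.51% without plant C of 2003, and it differed under the other alternatives set beforehand. The paper's Additional file 2 lists 41 genes higher (6.09% of 673) and 48 lower (7.13%) in both years, the other way round from the text, and 167 and 196 were called here. B above 0 gave 31 and 42, and no other alternative set beforehand came within 1.5 times. The paper reports 4.5 times as many genes changed in 2005 alone as in 2003 alone, and the ratio here was 2.64. The paper's 4.5 accompanies a diagram in which cabinet drought genes form another set. Additional file 2 lists 36 and 89 genes for 2003 alone and 197 and 260 for 2005 alone, a ratio below 4.5. The values 4.5 and 2.64 may therefore not count like sets. The ratio here was 3.22 without background subtraction, 3.46 without plant A and 3.88 without plant C of 2003. Under the other alternatives set beforehand it was not within 1.5 times of 4.5, apart from each year fitted alone, which called none in 2003 and gives no ratio.

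Leaving out plant A of both years, an alternative chosen after seeing the values, brought most of these values within 1.5 times of the paper's, and how many of the paper's genes it drops is not known because the files do not pair clones with loci. It called 877 cDNAs in either year (20.5%), 251 in 2003 (144 higher and 107 lower), and 757 in 2005 with 386 higher. It called 52 cDNAs higher in both years, and the ratio of cDNAs changed in 2005 alone to those in 2003 alone was 5.22. Still more than 1.5 times the paper's values were the 371 lower cDNAs of 2005, the 79 lower in both years and their share of 9.01%. The other alternatives chosen after seeing the data, spots of letter G and cDNAs brighter than unnamed spots, left each of these differences in place.

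Additional file 2 holds no entry for RD20, which was called in both years here, although its 2005 call is lost when an unadjusted p under 0.01 is required. It lists the alternative oxidase gene as higher in 2005, with the paper's ratio at 1.795. AOX1A, no brighter than the spots without a name, was 1.34-fold here, below the fold limit, and was called with no fold limit. Matched by name alone, the 2005 ratios of ZEP (the paper's 1.79, here 2.03), SPS (the paper's 2.33, here 2.26) and COR15 (the paper's 6.71, here 7.40) lay within 1.5 times of each other. COR15, whose cabinet signal did not exceed that of the spots without a name, was 5.16-fold without background subtraction and 10.7-fold without plant B of 2005. The files do not say which unnamed clones stand for the same genes, and AOX1A ranged down to 1.12-fold with print-tip loess.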

Other observations

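The patterns below were chosen after seeing the data. A group of cDNAs was far above the cabinet level in 2003 and near it in 2005. Of 112 cDNAs at least 4-fold higher in 2003, 52 lay within 1.5-fold of the cabinet in 2005, 50 of them called in 2003, against 0 of 53 cDNAs at least 4-fold lower in 2003. In the other direction of years, 13 of 78 cDNAs at least 4-fold higher in 2005 and 7 of 120 at least 4-fold lower lay within 1.5-fold of the cabinet in 2003. The 52 were chosen for their difference between the years, so that calls among them do not test it, and the direct test called 7 of them, or 36 with the plant letter as a block. Clone names that begin with drt or drtg made up 28 of the 52 (53.8%) and 29.7% of the array, and those that begin with sc made up 13 (25.0%) and 3.15%. Names that begin with cld made up 8 (15.4%) and 46.1% of the array. The files do not say what these prefixes stand for, and several clones may be copies of the same transcript. Across the processing alternatives, 41 to 60 cDNAs met the rule, and 47.5% to 58.7% of them began with drt or drtg.

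RAV1, UBQ10 and HSP were not called in either year or between the years, apart from RAV1 in 2003 with median centring (log2 ratio 0.60, limma adjusted p = 0.0299). RAV1, named after a transcription factor, lay above the cabinet in 3 of 3 plants of 2003 and in 0 of 3 of 2005, with a difference of -0.51 (limma adjusted p = 0.132), but RAV1 and HSP were no brighter than the spots without a name. UBQ10, a polyubiquitin gene often used as a reference, had log2 ratios of 0.67 and 0.81 in the plants A of 2003 and 2005 and between -0.38 and 0.27 in the other 4 plants. HSP had a log2 ratio of 0.19 in 2003 and 0.04 in 2005 (limma adjusted p = 0.299 and 0.818). The 6 housekeeping cDNAs as a group had camera adjusted p of 0.101 in 2003 and 0.232 in 2005, and none of the 3 groups passed camera in either year, with the preset or with an estimated correlation. Fry, which asks whether the members move on balance in the same direction and not whether they differ from other cDNAs, gave adjusted p of 0.0121 and 0.0133 for ABA, dehydration and cold response, 0.00177 and 0.00221 for other stress and metabolism, and 0.0191 and 0.0417 for housekeeping, in 2003 and 2005 respectively. The mean of the 3 groups was above 0 for the first 2 and below 0 for housekeeping in both years.

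Plants of the same letter from different years correlated at r = 0.470 to 0.632 (3 pairs) and plants of different letters at 0.243 to 0.527 (6 pairs), across cDNAs.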
